A study of Anas platyrhynchos with 3 samples. Its data were reported in "Comparative Transcriptomic Analysis of Primary Duck Hepatocytes Provides Insight into Differential Susceptibility to DHBV Infection" (2016).

How the data were processed

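Poly-A RNA from primary duck hepatocytes (PDH) was sequenced as paired-end libraries on the Illumina platform. PDH are liver cells isolated by enzyme digestion. They came from 1-day-old ducklings and were cultured for 24 h in medium with 5% fetal bovine serum (FBS), which the study calls Con-PDH. One library was made per duckling, so the 3 samples form 1 group of 3 animals, called duck 1, duck 2 and duck 3 as in the labels. The 8-day cultures of the study were not analysed here.

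The authors trimmed and filtered the reads and aligned them with TopHat to the Anas platyrhynchos genome and transcripts from Ensembl, with several alignments per read allowed. They assembled transcripts and computed FPKM with Cufflinks at its default settings. FPKM are fragments per kilobase of transcript, scaled to the number of mapped fragments of the library. The deposited values are therefore FPKM per locus and not counts. Whether the authors also scaled the libraries to each other is not stated. The estimate divides by an effective length, so a few fragments on a short locus give a high FPKM. Cufflinks shares reads with several alignments among loci, so loci with near-identical copies are uncertain.

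Loci carry Cufflinks identifiers only, and the files do not pair them with gene names. The gene table at hand belongs to another assembly and holds no such identifiers, so 0 of the loci were named. Positions in the genome, gene annotation and GC content were not used here for the same reason. The planned comparisons of gene lists (genes that fall against genes that rise in culture, the docking receptor against the bile acid transporter, innate immune genes and hepatocyte genes) and of marker genes for other cell types or sex were not analysed here. The naming rule written before the data were examined took the 10 loci with the highest mean and the 10 loci with the largest range between ducks. The range was taken among varying loci with at least 10 FPKM in the highest duck. Because the identifiers carry no gene names, only the first 2 loci with 1 duck higher and the first 2 with 1 duck lower are identified.

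A locus was called detected at 1 FPKM or more in every duck. Correlations between ducks were computed across detected loci on log2(FPKM + 1). The spread between ducks was the SD of log2 FPKM over the 3 ducks. A locus was called varying when its highest duck had at least 2 times the FPKM of its lowest. With FPKM and 1 group, the design fixed beforehand called for no test of this count. Alternatives were other detection limits, fold limits and scalings, and leaving out each duck. Values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

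Relative depth was read from low values, a step chosen after the data were examined. Loci under 0.6 FPKM hold few fragments, and their log2 ratio between 2 ducks falls on sharp peaks. The highest peak was taken as equal numbers of fragments. At each locus above 0.001 FPKM in every duck, the smallest whole numbers in the proportion of the depth-scaled values were then searched, up to 300 fragments in duck 1 and 600 in the others, at a relative tolerance of 2e-05. These numbers are lower limits, since a factor common to the 3 ducks is lost. The relative depth includes any scaling between libraries. The FPKM files give no absolute depth, and a floor in FPKM would also need the length of each locus, so no detection floor is given.

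The depth reading was tested on simulated data with 200 changed loci. It returned relative depths of 0.7 and 0.8, as simulated. All simulated loci within the search range (100%) came out in proportion, and 81.9% of the recovered loci had the simulated numbers exactly. Without loci of few fragments, at 8 or more expected, the same reading returned 1.05 in place of 0.7 for duck 2. For duck 3 it returned 0.8, as simulated. The method therefore depends on loci with few fragments. The first simulation was of that kind, and the simulation, not the method, was then changed. As a check for that error in the real values, the share of fragment numbers divisible by 2 or by 3 was compared with random whole numbers.

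Differences in recovered fragments were tested by a chi-square test against the proportion of the depths, at 30 or more fragments over the 3 ducks, with Benjamini-Hochberg adjustment. In the simulation the changed loci were raised or lowered 4-fold in a single duck, and the unchanged ones varied by counting error alone. Of 87 testable changed loci the test called 83.9%, and of the unchanged ones 0.034%, at an adjusted p under 0.05 and a 2-fold range. These shares do not cover smaller changes or loci that also vary between ducks. The test covers counting error and compares these 3 libraries, not ducklings in general.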

Results

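Gene expression was measured by RNA-seq in PDH after 24 h of culture, in 3 libraries from 3 ducklings of 1 group. The labels give no second group, so the comparisons were between ducks. Each library listed the same 28376 loci, with identifier numbers up to 32541. The FPKM values summed to 1743873 in duck 1, 1673761 in duck 2 and 1764352 in duck 3, a mean of 1727329 ± 47507 (SD, n = 3). This total is not a depth, because FPKM is scaled to the depth of the library.

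Relative depth was read from the steps in the low values. At equal fragment numbers the FPKM in duck 1 was lower, which gave duck 1 a relative depth of 1.41 to duck 2 and 1.37 to duck 3. Duck 2 had a relative depth of 0.973 to duck 3. This is the number of fragments per FPKM of one library over that of another, so it includes any scaling between libraries and need not equal the ratio of mapped reads. The peak of equal fragments held 431 of 2745 low loci for ducks 1 and 2, and 412 of 2696 for ducks 1 and 3. The depths stayed at these values when the steps were read below 0.3 or 1 FPKM.

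**Figure D1:**
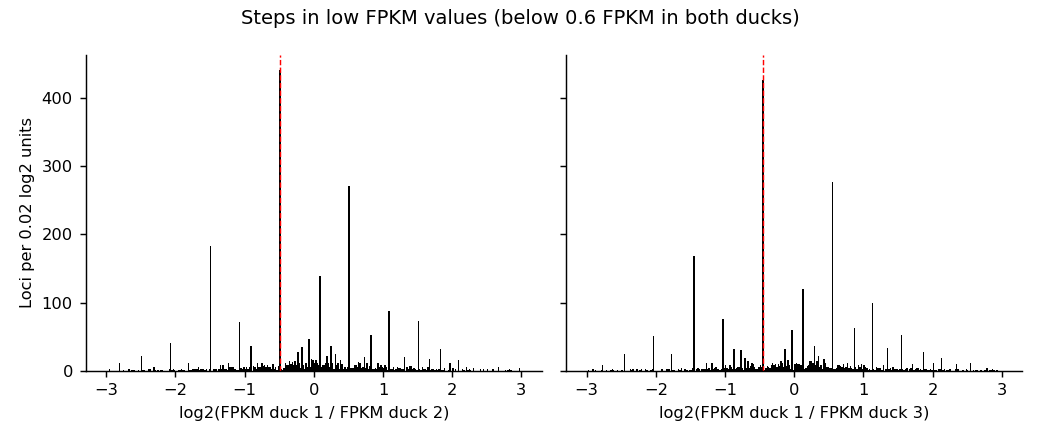
Number of loci by log2 ratio of FPKM in duck 1 to duck 2 (left) and to duck 3 (right), for loci below 0.6 FPKM in both ducks. Bars are loci per 0.02 log2 units, and the dashed lines mark the highest peaks at -0.49 and -0.45.

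How many loci were expressed in PDH, and whether the ducks gave the same number, was compared first. At 1 FPKM or more, 16047 loci were found in duck 1, 15739 in duck 2 and 15702 in duck 3, a mean of 15829 ± 189 (SD, n = 3). Duck 1, with the highest relative depth, had the most loci. In every duck 13541 loci were detected, which was 47.7% of those listed, and 4807 more passed in 1 or 2 ducks. Above 0 FPKM in every duck there were 19217 loci. At 10 FPKM or more in every duck there were 8118, the largest move as a ratio among the alternatives. Loci listed at 0 numbered 5192 in duck 1, 6215 in duck 2 and 6334 in duck 3. An entry of 0 means that the locus was listed at 0, and 2957 loci were so in every duck.

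The values were concentrated in few loci. The 10 highest loci of each duck held 27.7%, 23.8% and 26.8% of the total FPKM, a mean of 26.1% ± 2.03 (SD, n = 3). Loci at 1000 FPKM or more made up 0.710% ± 0.035 of the loci and 54.2% ± 1.27 of the total (SD, n = 3). The locus with the highest mean had 74898 FPKM in duck 1, 112920 in duck 2 and 105510 in duck 3, a mean of 97776 ± 20156 (SD, n = 3). The second had 63251 ± 18646 FPKM (SD, n = 3), and its 3 values came out as 113, 109 and 150 fragments. These fragment numbers differed between the ducks beyond counting error (chi-square test, adjusted p = 7.66e-05). It was the only one of the 10 loci with the highest means whose fragments were recovered. Of these 10 loci, 1 was listed at 0 in ducks 2 and 3 and had 92198 FPKM in duck 1, which was 5.29% of the total of that duck.

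The ducks were then compared across the 13541 detected loci. Pearson's r of log2(FPKM + 1) was 0.962 for ducks 1 and 2, 0.963 for ducks 1 and 3, and 0.958 for ducks 2 and 3. Spearman's rho was 0.957, 0.957 and 0.952. These are correlations across loci, which are not independent replicates. With all listed loci the mean r fell from 0.961 to 0.948, the largest move among the alternatives fixed before the data were examined. The median log2 ratio was -0.01 for ducks 1 and 2, -0.01 for ducks 1 and 3, and 0.01 for ducks 2 and 3. Values near 0 would also follow from a scaling of the libraries to each other, so they do not test for a shift of a whole library.

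The SD of log2 FPKM over the 3 ducks had a median of 0.252 (quartiles 0.135 and 0.455), and the coefficient of variation a median of 17.3%. With no filter on low values the median SD was 0.350, where loci listed at 0 in some duck have no log2 value and are left out. The spread was largest at low expression. Its median was 0.372 for the 1429 loci with a mean of 1 to 3 FPKM and 0.195 for the 3230 loci at 30 to 100 FPKM. It did not fall further above that level, with 0.224 at 100 to 1000 FPKM. Only detected loci entered, and 2861 loci above 0.001 FPKM in every duck had a mean of 1 to 3 FPKM. Leaving out those with a duck under 1 FPKM limits the spread in the lowest bin, so its median may be too low.

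**Figure D2:**
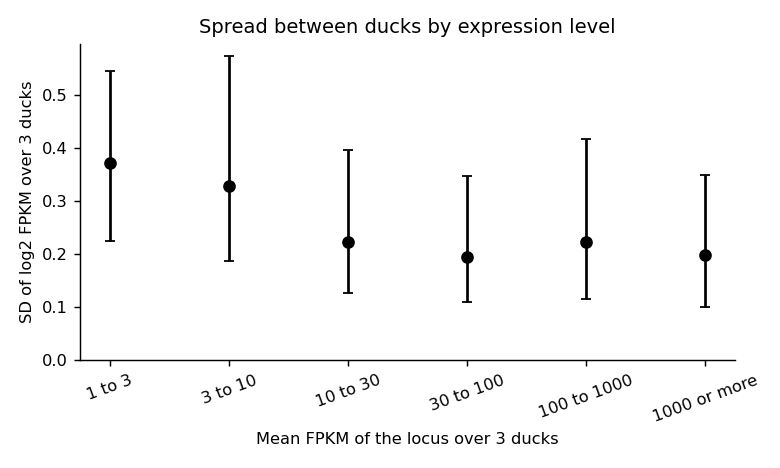
SD of log2 FPKM over the 3 ducks by the mean FPKM of the locus, for detected loci. Points are medians and bars run between the quartiles, with the median falling from 0.372 at 1 to 3 FPKM to 0.195 at 30 to 100 FPKM.

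Loci varying between ducks were counted at a 2-fold limit. The study used this limit between culture conditions and together with an adjusted p under 0.05, so its counts are of another kind. The highest duck had at least 2 times the FPKM of the lowest at 2700 loci, which was 19.9% of the detected loci. The number was 13045 with no filter, where loci listed at 0 in some duck are included, and 578 at a 4-fold limit. Between ducks 1 and 2 there were 1423 loci with a 2-fold difference, 703 of them higher in duck 1 and 720 higher in duck 2. Ducks 1 and 3 differed so at 1364 loci and ducks 2 and 3 at 1597. Duck 1 was 2-fold above both others at 207 loci, duck 2 at 257 and duck 3 at 271.

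Whole fragments were recovered at 8325 of 19117 loci above 0.001 FPKM in every duck, which was 43.5%. After random changes to the values 0.821% were recovered. The chi-square test was possible at 2938 detected loci, and 829 of them had an adjusted p under 0.05 (1100 at an unadjusted p under 0.05). Of 2700 varying loci, 1707 had recovered fragments, and 940 of these had fewer than 30 over the 3 ducks, too few for the test. Of the 767 tested varying loci, 473 had an adjusted p under 0.05. The other varying loci were not tested against counting error.

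Of the 10 loci with the largest range, the ratio of highest to lowest duck reached 361. Duck 2 was highest at 9 of these 10 loci and duck 3 at 1. XLOC_030062 had 5.15 FPKM in duck 1, 1857 in duck 2 and 783 in duck 3, which came out as 1, 256 and 111 fragments (chi-square test, adjusted p = 7.72e-75). XLOC_030507 had 175 FPKM in duck 1, 352 in duck 2 and 4.57 in duck 3, as 105, 150 and 2 fragments (chi-square test, adjusted p = 9.08e-31). XLOC_022069 was higher in duck 2, with 52.9 FPKM against 1.21 in duck 1 and 1.79 in duck 3. XLOC_001155 had 57.1 FPKM in duck 2 against 1.34 in duck 1 and 1.38 in duck 3. No fragments were recovered for the latter 2 loci, so they were not tested.

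High FPKM did not always rest on many fragments. Of 2173 loci with a mean of at least 100 FPKM, 595 (27.4%) came out at 50 fragments or fewer in every duck. Of 199 loci with a mean of at least 1000 FPKM, 20 (10.1%) did. The loci with identifier numbers 28000 to 32000 (32000 not included), a range chosen after the data were examined, were 13.5% of the loci. They held 37.4%, 39.5% and 39.6% of the total FPKM in ducks 1, 2 and 3. A mean of at least 100 FPKM was found at 20.2% of the loci in this range and at 5.71% of the others. The median effective length of recovered loci, relative to the median of all of them, was 0.0991 in the range and 1.63 outside. This length is recovered fragments over FPKM, and outside the range recovery was 41.1% at 1 to 10 FPKM but 13.9% at 10 to 100 FPKM, so low values are over-represented there. Varying loci were 41.1% of the detected loci in the range and 15.5% outside it. Of the 10 loci with the largest ratio between ducks, 7 lay at these identifier numbers, as did 5 of the 10 with the highest mean.

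**Figure D3:**
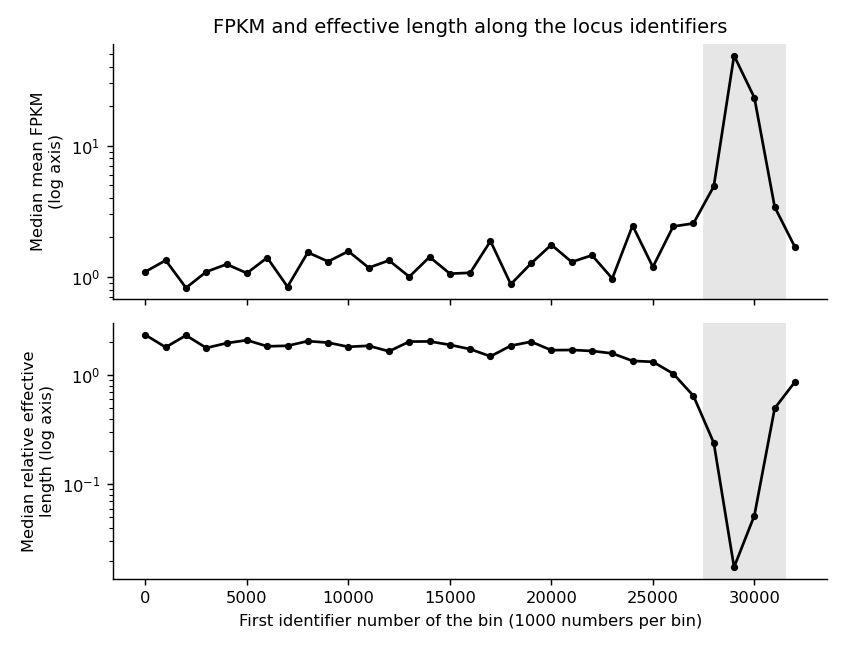
Median of the mean FPKM (top) and median relative effective length of recovered loci (bottom), both on log axes, in bins of 1000 identifier numbers. The shaded bins cover numbers 28000 to 32000, and the bin from 29000 had the highest median FPKM, 48.7, and the lowest median relative length, 0.0174.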

Values the study reported

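For the 3 Con-PDH libraries, the study reported 2.22, 1.58 and 1.72 Gb of raw bases from ducklings 1, 2 and 3. The rates of reads mapped to the duck genome were 0.89, 0.88 and 0.89. The labels do not state whether ducklings 1, 2 and 3 are ducks 1, 2 and 3. The depths reported by the study were therefore not compared with the relative depths.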

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

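Several alternatives were chosen after the data were examined: those that left out or kept loci by identifier number, left out a single locus, counted detected loci at 10 FPKM or more, added a pseudocount to the spread or the range, or used recovered fragments or relative depths. The others, including the limit of 10 FPKM for varying loci and for the SD, were fixed before.

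The number of detected loci fell from 13541 to 8118 at 10 FPKM or more in every duck. The other alternatives run stayed within 1.5 times of 13541, from 11198 without identifier numbers 28000 to 32000 to 19217 above 0 FPKM. It ran from 14053 to 14411 across the 3 sets that each left out 1 duck.

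The number of varying loci moved with the filter and the fold limit. It was 13045 with no filter, 961 at 10 FPKM or more in every duck, 5531 at 1.5 times and 578 at 4 times. It was 473 by the chi-square test on recovered fragments and 1738 without identifier numbers 28000 to 32000. Leaving out 1 duck gave from 1553 to 1723 loci, where a range over 2 ducks can only be as wide or narrower at a given locus. The number was 2698 by median-of-ratios factors and 2721 at equal totals, where the values were already near a common scale, and a pseudocount of 1 gave 2090.

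The median SD of log2 FPKM was 0.350 with no filter, apart from leaving out loci listed at 0 in some duck. It was 0.193 at 10 FPKM or more. It was 0.224 with a pseudocount of 1, and also 0.224 without identifier numbers 28000 to 32000. Leaving out 1 duck gave from 0.197 to 0.214. For normal values the median SD of 2 ducks is 0.810 times that of 3, which gives 0.205 with no change in the spread.

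The mean correlation was 0.958 with a pseudocount of 0.1, 0.955 by Spearman and 0.948 with all listed loci. It was 0.968 without identifier numbers 28000 to 32000 and 0.931 within them. These moves exceeded the SD of the 3 pairs, and for them the cause was not tested. Leaving out 1 duck gave from 0.959 to 0.963.

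The share of the 10 highest loci moved by less than its SD under the alternatives run. It ran from 25.3% to 27.3% when 1 duck was left out. These values show no stability, since dropping 1 of 3 values cannot move their mean by a whole SD. The share was 25.1% without the locus listed at 0 in ducks 2 and 3. The relative depths did not move with the limit for low values. Between 7560 and 8789 loci had recovered fragments under other tolerances or a smaller search. The 595 loci of at least 100 FPKM on 50 fragments or fewer were the same number at both other tolerances, while a smaller search could not change that number. The 10 loci with the largest range were chosen for ratios far above 2, so the same calls in their 30 alternative values show no stability.

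A dispersion model for counts and the share of the 10 highest loci in another unit were not run, since the values are FPKM. The alternatives for the gene list comparisons were not run, since those comparisons were not analysed here. No paired analysis was possible because there is 1 group. The chi-square test did not reach the varying loci without recovered fragments, nor the 940 with fewer than 30 over the 3 ducks.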

Other observations

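All tests in this part were chosen after the results were seen. The samples form 1 group, so no biological explanation was tested for any pattern.

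The relative depths rest on taking the highest peak as equal fragment numbers. At 2993 loci with 10 or more fragments in every duck, even numbers made up 42.4%, 43.5% and 44.6% in ducks 1, 2 and 3, against 42.9% for random whole numbers without a common factor. Multiples of 3 made up 31.3%, 30.9% and 30.8%, against 30.8%. When the depths of ducks 2 and 3 were multiplied by 1.5, 79.4% and 79.9% of their numbers were multiples of 3. When they were multiplied by 2, more loci were recovered, 8607 in place of 8325, but 74.2% and 74.1% of their numbers were even. The number of loci recovered therefore does not identify the depth. The divisibility went against the wrong factors that were tried, which were 1.5, 2 and their inverses.

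Many loci of at least 100 FPKM lay at identifier numbers 28000 to 32000. Few fragments on short effective lengths may play a part. Of 772 such loci, 489 (63.3%) came out at 50 or fewer fragments in every duck, which are lower limits. Fragments were recovered at 670 of these loci but at only 204 of the 1401 outside, so the 2 sets cannot be compared over all loci. Among the recovered ones, 73.0% in the range and 52.0% outside had 50 or fewer, against 81.4% of recovered loci at any FPKM. The recovered loci at 100 FPKM or more had a median of 52 fragments over the 3 ducks in the range and 111 outside. At 1000 FPKM or more the order was reversed, with 197 in the range (47 loci) and 165.5 outside (14 loci). This explanation therefore cannot be told apart from others. An effect of 1 duck did not account for the high share of the total FPKM in the range. That share was lowest in duck 1, at 37.4%, above the 13.5% of loci that lie there. It can rest on few loci, so it does not test an effect of 1 duck on the number of loci of at least 100 FPKM. What these loci are was not analysed here.

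One locus had 92198 FPKM in duck 1 and was listed at 0 in ducks 2 and 3. Whether the locus was set to 0 for too many fragments cannot be told apart. The relative depths go the other way, since duck 1, which was not at 0, had 1.41 to duck 2 and 1.37 to duck 3. Such a limit would act on the fragments at the locus, however, and these were not recovered. Fragments given to a neighbouring locus cannot be told apart either. Of the 5 loci on each side, 1 had 409 FPKM in duck 1 and 1152 and 1121 in ducks 2 and 3, and 2.61% of all loci had a neighbour shifted in this way. That neighbour rested on as few as 1, 2 and 2 fragments.

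At 3534 loci 1 duck was listed at 0 and the other 2 were above 0. Counting noise was compared through the fragments of the other 2 ducks. Over all 25778 values with such fragments, 3149 were listed at 0, which was 1.12 times the number counting noise gives. This ratio joined opposite deviations and settles nothing: it was 0.853 at fewer than 3 expected fragments and 4.15 at 3 to 10. At 10 or more expected fragments 148 values were listed at 0 where counting noise gives 0.230, a ratio of 643. Counting noise did not account for these. Whether they are failed estimates, reads assigned to other loci or differences between the ducks was not tested.

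Differences in recovered fragments exceeded counting noise at 28.2% of the 2938 tested loci (chi-square test, adjusted p under 0.05). The excess in chi-square grew with the number of fragments. The median chi-square was 1.88 times that of counting noise at 30 to 60 fragments and 5.08 times at 150 or more. A given relative difference gives a larger chi-square at more fragments, so this growth does not show larger differences between ducks. Loci with a 2-fold range made up 41.7% at 30 to 60 fragments and 14.9% at 150 or more. The recovered loci are not a random part of all loci, so the share does not carry over to the others.

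Runs of neighbouring loci varied more in their log2 ratio between ducks 1 and 2 than runs of permuted loci. The medians of the log2 ratio in windows of 50 detected loci along the identifiers had an SD of 0.0939, against 0.0663 after permuting the loci. The loci at identifier numbers 28000 to 32000 did not account for all of it, since without them the SD was 0.0717 against 0.0604 (permutation test with 100000 resamples, p = 1e-05, the smallest they can give, adjusted p = 3e-05 over 3 pairs). For ducks 1 and 3 the adjusted p was 0.00926 and for ducks 2 and 3 it was 0.0573, in the same permutation test without these loci. With all detected loci it was 1.5e-05 for ducks 1 and 3 and 0.0469 for ducks 2 and 3. The median SD of log2 FPKM was 0.435 at these identifier numbers and 0.224 elsewhere. Permuting mixes loci of unequal spread, so the test cannot tell a shared shift from loci of large spread lying together. Pieces of 1 gene listed as adjacent loci may also play a part. With every 5th locus kept, the SD was 0.0641 against 0.0605 (permutation test, adjusted p = 0.467), but only 44 windows were left, so this explanation cannot be told apart from lower power.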
